A study of Danio rerio with 8 samples. Its data were reported in "MicroRNA 19a replacement partially rescues fin and cardiac defects in zebrafish model of Holt Oram syndrome" (2015).

How the data were processed

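Gene expression was measured on 1-colour (Cy3) Agilent zebrafish oligonucleotide arrays. Each array was hybridised with labelled RNA from a pool of 50 whole embryos of the AB strain at 24 h post fertilisation (hpf). Per the labels, the injection mix at the 1-cell stage held a morpholino (1.5 ng), an antisense oligonucleotide that blocks a transcript, and a microRNA mimic (0.25 ng), a synthetic duplex that acts as the mature microRNA. The 3 groups were MO-Ct (control morpholino and control mimic, n = 2 arrays), MO-Tbx5a (morpholino against the translational start of tbx5a and control mimic, n = 3) and MO-Tbx5a+miR-19a (the same morpholino and the miR-19a mimic, n = 3). Groups were taken from the sample titles. The treatment label of the MO-Tbx5a+miR-19a samples names a second morpholino, MO-19a, where their titles and the series design name the miR-19a mimic. The design text was followed, and every comparison with this group rests on that reading. Labelling also differed by group in the labels. RNA of MO-Ct and MO-Tbx5a (200 ng) was labelled with one kit and RNA of MO-Tbx5a+miR-19a (0.5 ug) with another, whereas the methods name a single kit. Kit and group therefore coincide in comparisons with MO-Tbx5a+miR-19a, and no fit can hold both.

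The values compared were the deposited log2 values of 39162 probes on the 8 arrays. Per the methods, the authors corrected median signals for background with normexp, normalised the arrays to one another by cyclic loess and used limma. The deposited log2 values carried 2 decimals, ran from 4.06 to 19.4 and had medians of 7.77 to 7.80 per array, and no 2 of the 8 columns were identical. They were used with no further normalisation. The methods name fewer probes for the normalisation than these, and it is not clear which probes the authors tested, so shares of probes here can rest on another set than those of the study. Feature Extraction output was used for the 3 MO-Tbx5a+miR-19a samples. Per the file headers, these deposited intensity values are the median brightness of each spot and its local background, and a processed intensity after background subtraction. Columns of other content held the authors' control type, background and saturation flags per spot. These 3 scans did not follow the matrix columns of their own samples, so their signals were kept out of all group comparisons. The signals were used only to examine that mismatch and the relative brightness of probes. The probe accessions given with the scans also served to name probes. The scans held 43603 non-control probes, of which 4441 were not in the matrix. Arrays give no read depth, and the number of arrays limits the precision. In the matrix 4.4% of values lay under 5 on the log2 scale, near its lower end, where changes can be compressed.

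Probes were named through the accession given for them in the scans, matched without versions to a table of RefSeq genes of the assembly GRCz12tu, used for names only. A symbol was found for 24716 probes (63.1%), which covered 12792 symbols. Of 25831 probes designed on RefSeq mRNAs 24633 matched. The 14446 probes with no symbol, 7143 of them designed on Ensembl transcripts, stayed in the fits but could not be named. No probe matched tbx5a, so the targeted transcript is not analysed here. Genomic coordinates of the probes were not used here.

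Linear models with 1 mean per group were fitted to all 8 arrays with lmFit and eBayes (limma 3.58.1 in R 4.3.3), which leaves 5 residual degrees of freedom per probe before moderation. A probe was called changed at a fold change above 1.3, p under 0.05 and a Benjamini-Hochberg adjusted p (FDR) under 0.05, which are the criteria of the study. All p-values given for probes and genes are from limma and are two-sided. Changes are the first group minus the second on the log2 scale. Calls were intersected between comparisons. The MO-Tbx5a arrays enter MO-Tbx5a against MO-Ct and MO-Tbx5a+miR-19a against MO-Tbx5a with opposite sign, and this favours opposite changes by construction. A split-sample correlation was therefore taken across probes, in which 1 MO-Tbx5a array served the first comparison, the other 2 served the second, and the MO-Ct arrays served the first only, over the 3 choices. Data were also simulated 20 times each with the replicate spread of every probe and 4 kinds of truth: no group differing, MO-Tbx5a+miR-19a equal to MO-Tbx5a, MO-Tbx5a+miR-19a equal to MO-Ct, and MO-Tbx5a+miR-19a departing from MO-Ct by observed changes dealt to random probes. The simulations took observed means as truth, which carry noise, so their counts of calls run high. Correlations across probes carry no p-value, since probes are not independent replicates.

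Named genes followed a rule. In each comparison they were the 3 genes with the largest rise and the 3 with the largest fall among called probes whose groups did not overlap, taking the probe with the highest mean for each gene and leaving out symbols that are clone names. The genes the study named were added. Principal components were computed on centred log2 values (R 4.3.3), arrays were clustered by Ward linkage on Euclidean distance, and each MO-Tbx5a+miR-19a array was placed by its distance to the means of both other groups, with a two-sided exact sign-flip test of the log ratios that was chosen after these were seen. Gene lists were tested with camera at its preset inter-gene correlation, with fry and with camera at an estimated correlation. All probes of a listed gene entered these tests. The 14 lists, 42 tests over the 3 comparisons, were heart markers named by the study, miR-19a targets named by the study, the genes of its quantitative PCR (qRT-PCR), reference genes, heart, pectoral fin, p53 response, interferon response, late muscle, globin, lens crystallin, presomitic mesoderm, cell cycle and ribosomal protein genes. The study chose its target and PCR genes on these arrays, so their results are not independent evidence. The target list holds only genes that its discussion names. mef2ca and smarca2 were in both of these lists, and nppa, bmp4, hand2, fgf8a and mef2ca were shared with or among the heart, pectoral fin and mesoderm lists. The fit and the set test were tested on simulated data. With 200 of 39162 probes changed, the fit recovered 88% in MO-Tbx5a against MO-Ct, 94% in MO-Tbx5a+miR-19a against MO-Tbx5a and 91.5% in MO-Tbx5a+miR-19a against MO-Ct, with 6.4%, 6.0% and 8.5% of calls false. The smallest planted change exceeded the median change of called probes in each real comparison, and noise was independent between probes. Recovery of smaller changes, or with as many changed probes as were called, was therefore not tested. A list shifted by -0.5 in MO-Tbx5a against MO-Ct was estimated at -0.48, and 0 other lists were called.

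Results were recomputed under other settings, though not each result under each setting. These were quantile normalisation, cyclic loess, scaling to the 75th percentile and omission of the dimmest of 3 equal parts of the probes by mean. They were also the fit of only the 2 groups compared, the replicate number as a block, trend and robust eBayes and array weights. Further settings were other fold-change thresholds, an ordinary 2-group test per probe, and the mean or the brightest of the probes of a gene. The last were unit-variance components, correlation distance and omission of each array in turn. Gene lists were not retested with only the 2 groups, trend and robust eBayes, array weights or the mean of the probes of a gene. Lists and single genes were not retested with other fold-change thresholds or the ordinary 2-group test. For values with no test, the spread against which a move was judged was the SD over the sets of arrays with 1 left out (shares, correlation, component), the SD over the 3 choices (split-sample correlation) or the SD over the 3 MO-Tbx5a+miR-19a arrays (distance ratio). A planned test of miR-19a seed sites was not run because 3-prime UTR sequences were not used here. Tables were handled in Python 3.11.15 with pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.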

Results

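Global gene expression of whole zebrafish embryos at 24 hpf was measured on 8 arrays, each from a pool of 50 embryos. The design asks how depletion of the transcription factor Tbx5a, which gives the heartstrings (hts) phenotype of heart and fin defects, changes the transcriptome, and whether co-injection of a miR-19a mimic moves it back towards the control. There were 2 MO-Ct, 3 MO-Tbx5a and 3 MO-Tbx5a+miR-19a arrays, and each gave a log2 value for 39162 probes. Median log2 values lay between 7.77 and 7.80 on all 8 arrays. The tbx5a transcript itself is not analysed here. The morpholino was directed at its translational start, and arrays measure RNA and not protein, so the depletion was not checked on them. The labels record another labelling kit and RNA amount for the MO-Tbx5a+miR-19a arrays, so in its comparison with MO-Ct kit and treatment cannot be told apart, and in its comparison with MO-Tbx5a kit and group coincide as well.

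The overall relation between arrays was examined first. The first principal component accounted for 65.7% of the variance and the second for 17.4%. The share of the first component moved most with probes scaled to unit variance, to 47.2%. On the first component the MO-Tbx5a arrays lay at 65.9, 61.6 and 70.7, the MO-Ct arrays at -29.2 and -36.6, and the MO-Tbx5a+miR-19a arrays at -50.1, -26.3 and -56.1. On the second component the MO-Ct arrays lay at -36.5 and -44.4 and the MO-Tbx5a+miR-19a arrays at 28.5, 23.0 and 22.3, with the MO-Tbx5a arrays at -9.5, -5.2 and 21.8. Ward clustering into 2 clusters placed the MO-Tbx5a arrays in one and the other 5 arrays in the other, and 3 clusters matched the 3 groups.

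**Figure D1:**
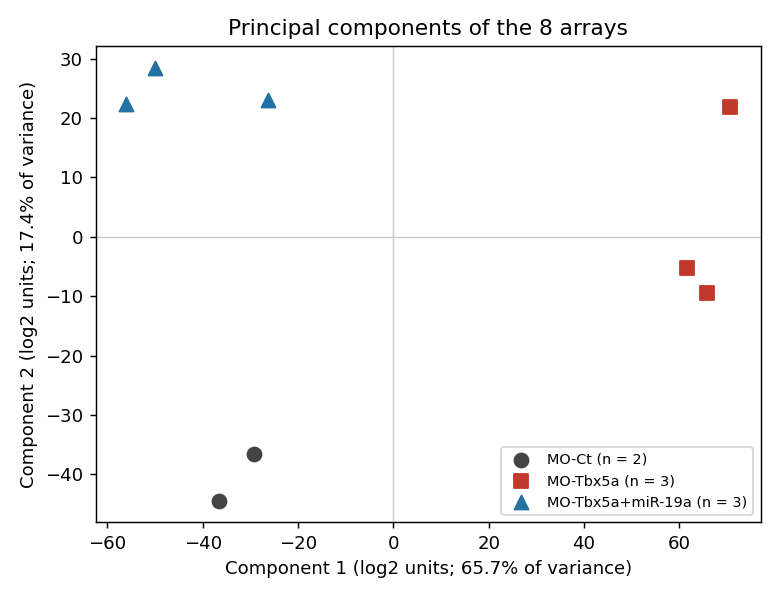
Scores of the 8 arrays on components 1 (x axis) and 2 (y axis) in log2 units, with 1 point per array and the group given by colour and shape. The MO-Tbx5a arrays lie at 61.6 and above on component 1 and the other 5 arrays at -26.3 and below, while component 2 places MO-Ct at -36.5 and below and MO-Tbx5a+miR-19a at 22.3 and above.

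Euclidean distances over all probes were 47.0 between the MO-Ct arrays, 38.9 to 59.8 between MO-Tbx5a arrays and 49.6 to 53.5 between MO-Tbx5a+miR-19a arrays. Between MO-Ct and MO-Tbx5a+miR-19a arrays they were 69.1 to 81.7, which exceeded every distance within a group. Distances of MO-Tbx5a arrays were 104.7 to 129.7 to MO-Ct and 99.9 to 133.8 to MO-Tbx5a+miR-19a. Each MO-Tbx5a+miR-19a array was nearer to the MO-Ct mean than to the MO-Tbx5a mean, with distance ratios of 0.629, 0.705 and 0.584 (mean 0.639 ± 0.061, SD, n = 3). An exact sign-flip test of the log ratios gave two-sided p = 0.25, the smallest that this test allows with 3 arrays. With 1 minus Pearson correlation as the distance, the ratio was 0.409.

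Tbx5a depletion was then compared with the control. Of 39162 probes 15030 (38.4%) differed between MO-Tbx5a and MO-Ct, 7336 higher and 7694 lower in MO-Tbx5a, and the called probes had a median absolute change of 0.67 (log2). At an unadjusted p under 0.05 there were 19202 probes. The threshold moved the count most, since a fold change above 2 left 2900 probes. Called probes made up 19.4% of the 13064 dimmest probes, 50.0% of the middle 13044 and 45.8% of the 13054 brightest. The largest falls were in tmem38a (NM_200900), crygm2d2 (NM_001044866) and crygm2d7 (NM_001045107). The tmem38a probe averaged 8.77 ± 0.24 (SD, n = 3) in MO-Tbx5a and 11.66 ± 0.15 (SD, n = 2) in MO-Ct, a change of -2.88 (SE 0.20, limma adjusted p = 3.91e-06). crygm2d2 changed by -2.72 (SE 0.39, limma adjusted p = 0.000199) and crygm2d7 by -2.70 (SE 0.37, limma adjusted p = 0.000134). These 2 are members of a family of similar gamma crystallins whose probes can share transcripts, so the value for a single member is uncertain.

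The largest rises were in faima (NM_001002583), golga3 (NM_001128545) and baiap2l1b (NM_001017830). faima rose from 4.44 ± 0.01 (SD, n = 2) to 7.68 ± 0.21 (SD, n = 3), a change of 3.24 (SE 0.14, limma adjusted p = 3.27e-07). Its MO-Ct level was at the lower end of the scale, where the size of a change can be compressed, and its second probe changed by 0.30 and was not called. golga3 changed by 3.02 (SE 0.31, limma adjusted p = 2.18e-05) and baiap2l1b by 2.95 (SE 0.26, limma adjusted p = 9.59e-06), while the changes over all 3 probes of each gene ran from -0.33 to 3.02 and from -0.49 to 2.95. By the selection rule the arrays of both groups did not overlap for any of these genes.

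The effect of miR-19a in morphants was measured against MO-Tbx5a. Here 16512 probes (42.2%) were called, 7917 higher and 8595 lower in MO-Tbx5a+miR-19a, with a median absolute change of 0.67 among them and 21691 probes at an unadjusted p under 0.05. The largest falls were in golga3 (-3.27, SE 0.27, limma adjusted p = 2.97e-06), baiap2l1b (-2.97, SE 0.23, limma adjusted p = 1.77e-06) and irf10 (NM_212879, -2.72, SE 0.21, limma adjusted p = 1.98e-06). The other probe of irf10 changed by -0.02, and the changes over all probes of baiap2l1b ran from -2.97 to 0.58. The largest rises were in tmem38a (2.90, SE 0.18, limma adjusted p = 6.83e-07), hbaa2 (NM_001013461, 2.69, SE 0.15, limma adjusted p = 4.21e-07) and ckba (NM_001077163, 2.68, SE 0.13, limma adjusted p = 3.05e-07). tmem38a averaged 11.67 ± 0.40 (SD, n = 3) in MO-Tbx5a+miR-19a, within 0.01 of MO-Ct. golga3 averaged 8.33 ± 0.60 (SD, n = 3) against 8.57 ± 0.16 (SD, n = 2) in MO-Ct, a difference smaller than the spread between replicates. hbaa2 and ckba ended above MO-Ct by 0.79 (SE 0.17, limma adjusted p = 0.0130) and 0.93 (SE 0.15, limma adjusted p = 0.00284). The call of hbaa2 against MO-Ct was lost without either MO-Ct array.

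Both sets of calls were intersected to ask how many probes altered by depletion also changed with miR-19a. This held for 11019 probes, or 73.3% of those called in MO-Tbx5a against MO-Ct. The share moved most at a fold change above 2, to 62.7%. Among the 11019 probes 5349 rose with depletion and fell with miR-19a, 5531 did the reverse, and 139 moved the same way, so 98.7% moved in opposite directions. Across all probes the changes correlated with Pearson r = -0.816 and Spearman rho = -0.788, and across the doubly called probes with r = -0.939. Part of this is built in, because both comparisons contain the MO-Tbx5a arrays. In simulated data with no difference between groups r was -0.447. With the MO-Tbx5a arrays split so that no array was shared, r averaged -0.749 over the 3 choices (-0.816 to -0.640), against a range of -0.008 to 0.012 for simulated groups that did not differ. Where MO-Tbx5a+miR-19a was simulated as equal to MO-Tbx5a, 0.009% of called probes were called in both comparisons. Where it was simulated as equal to MO-Ct the share was 85.7%, with 99.998% moving in opposite directions, r = -0.964 and a split-sample r of -0.904. Where it departed from MO-Ct on probes unrelated to the depletion effect, the share was 77.5%, with 98.8% in opposite directions, r = -0.827 and a split-sample r of -0.777. Probes are not independent replicates, so these correlations carry no p-value.

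The comparison of MO-Tbx5a+miR-19a with MO-Ct shows what remained different. It gave 4384 probes (11.2%), 2052 higher and 2332 lower in MO-Tbx5a+miR-19a, and 10613 at an unadjusted p under 0.05. More probes were higher than lower under cyclic loess (2362 and 1943), 75th-percentile scaling (2333 and 2005) and a fold change above 2 (303 and 210), so the balance of directions depends on the setting. The count depended on single arrays. It was 1042 without MO-Ct replicate 2, 1525 without MO-Ct replicate 1, 2387 without MO-Tbx5a+miR-19a replicate 1 and 2875 without MO-Tbx5a+miR-19a replicate 3. The ordinary 2-group test per probe called 0 probes after Benjamini-Hochberg adjustment and 7727 at an unadjusted p under 0.05. Of the probes called in MO-Tbx5a against MO-Ct, 2169 (14.4%) were also called here, and 78.6% of these had the same direction in both. Across all probes both changes against MO-Ct correlated with r = 0.245. The shared MO-Ct arrays alone gave r = 0.6 in simulated groups that did not differ, and r was 0.157 where MO-Tbx5a+miR-19a was simulated as equal to MO-Ct.

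The largest rises against MO-Ct were in faima (3.47, SE 0.14, limma adjusted p = 1.29e-07), fdx1b (NM_001100949, 2.30, SE 0.20, limma adjusted p = 7.54e-05) and trappc5 (NM_001002482, 2.28, SE 0.23, limma adjusted p = 0.000155). The brightest faima probe averaged 7.90 ± 0.14 (SD, n = 3) and differed from MO-Tbx5a by 0.22 (SE 0.13, limma adjusted p = 0.165), which was not called, while its other probe rose by 0.38 with miR-19a and was called. The fdx1b probe differed from MO-Tbx5a by -0.33 (SE 0.18, limma adjusted p = 0.138) and was not called. The 2 probes of trappc5 changed by -0.41 and 2.28, and in MO-Tbx5a against MO-Ct they were called in opposite directions (-2.02 and 1.46). The largest falls were in crygm2d10 (NM_001109860, -2.44, SE 0.41, limma adjusted p = 0.00341), crygm2d17 (NM_001099243, -2.43, SE 0.38, limma adjusted p = 0.00240) and crygm2d4 (NM_001089431, -2.35, SE 0.37, limma adjusted p = 0.00244), again with values shared among similar family members. Their SD within MO-Tbx5a+miR-19a was 0.90 to 0.93 (n = 3). The call of crygm2d10 was lost without MO-Ct replicate 2 and with trend and robust eBayes.

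Genes that the study followed as heart markers, miR-19a targets, PCR genes or references, and ctnnb1, which it described as not changing, were examined by their brightest probe. Of these 23 genes, 10 were called in MO-Tbx5a against MO-Ct, all higher. In MO-Tbx5a+miR-19a against MO-Tbx5a 12 were called, 11 lower (ctnnb1 among them) and 1 (wdr5) higher. In MO-Tbx5a+miR-19a against MO-Ct 0 were called by limma over all probes, with acta2, dnmt3bb.1 and wdr5 at unadjusted p of 0.00862, 0.0201 and 0.00836. Adjusted over the list alone, the counts were also 10, 12 and 0. The study drew the targets and PCR genes from these arrays, so that adjustment is not independent evidence. Without MO-Ct replicate 2 the first count fell to 6, with the calls of nppa, notch1b, kctd8 and hmga1b lost. With depletion nppa rose from 5.44 to 5.83 and kctd8 from 5.31 to 5.72, both low on the scale. bmp4 changed by 0.24 with depletion (not called) and by -0.73 with miR-19a (called). The study cites falls of nppa and bmp4 after Tbx5a depletion and reported their recovery with miR-19a. It used in situ hybridisation at a later stage, so these whole-embryo values are not a like comparison. Of 10 targets with a probe, 6 were called higher with depletion and 6 lower with miR-19a. mef2aa averaged 11.93 ± 0.04 (SD, n = 2) in MO-Ct, 12.88 ± 0.16 (SD, n = 3) in MO-Tbx5a and 11.63 ± 0.26 (SD, n = 3) in MO-Tbx5a+miR-19a. Its changes were 0.96 (SE 0.16, limma adjusted p = 0.000466) with depletion and -1.25 (SE 0.14, limma adjusted p = 1.95e-05) with miR-19a. scn8aa changed by 0.96 (SE 0.13, limma adjusted p = 0.000123) and -1.13 (SE 0.11, limma adjusted p = 9.62e-06). Of 6 PCR genes 2 were called higher with depletion and 2 lower with miR-19a, and srfa was in both counts (0.80 and -0.54). These counts rest on the brightest probes alone and miss calls of other probes. With depletion, kctd15b, mef2ca, wdr5 and bmpr1aa had another probe called higher. With miR-19a, hmga1b, mef2ca, wdr5 and bmpr1aa had another probe called lower, while smarca2 was called in neither comparison. The study reported that qRT-PCR of its selected genes bore out its array results.

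Several of these genes had probes that differed. The brightest mef2ca probe changed by 0.19 with depletion and was not called, while its 4 probes ran from 0.19 to 1.17 and 2 were called higher. wdr5 rose by 0.50 with miR-19a on its brightest probe, but its 3 probes ran from -1.11 to 0.50, and the mean of its probes was -0.36. ctnnb1 changed by 0.17 with depletion (not called) and by -0.42 with miR-19a (called), with changes of its 3 probes from -0.98 to 0.17 and from -0.42 to 1.22, and the mean of its probes in the second comparison was 0.24. The beta-actin genes showed this most plainly among the reference genes, an example chosen after the values were seen. In MO-Tbx5a against MO-Ct the 3 brightest actb1 probes changed by 0.14, 0.06 and 0.27 (not called), and the other 4 by -1.95, -0.69, -0.52 and -0.54 (all called). The brightest actb2 probe, not called, changed sign under quantile normalisation. Of 9 actb2 probes 6 were called lower, 1 higher and 2 not at all, with changes from -2.14 to 0.52. In MO-Tbx5a+miR-19a against MO-Ct the same probes ran from 0.04 to 0.30 for actb1 and from -0.14 to 0.59 for actb2, and 0 were called.

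**Figure D2:**
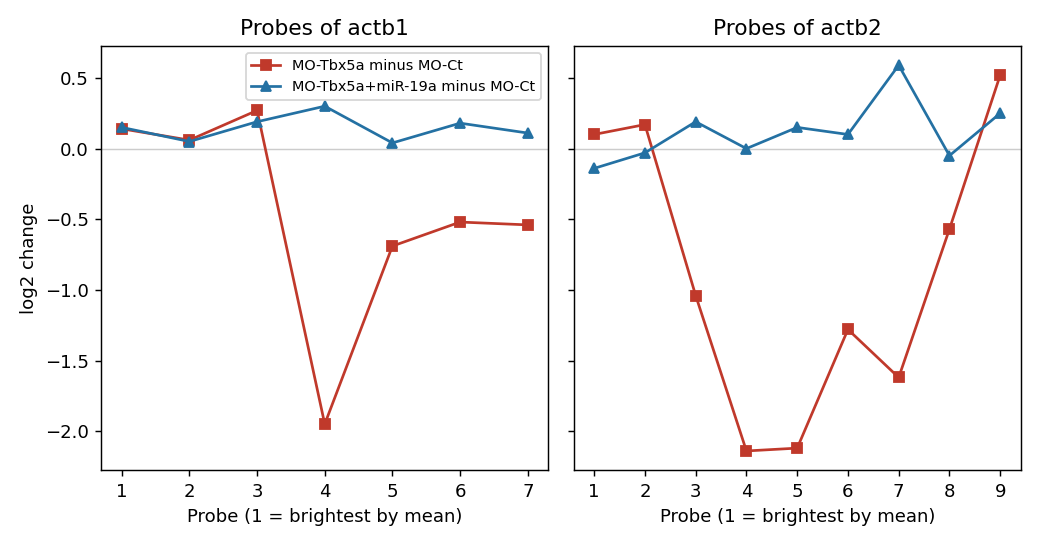
Change of each probe of actb1 and actb2 (y axis, log2) in MO-Tbx5a minus MO-Ct (squares) and MO-Tbx5a+miR-19a minus MO-Ct (triangles), with probes ordered on the x axis by mean brightness and lines joining the probes of a comparison. In MO-Tbx5a the probes of each gene spread down to -1.95 and -2.14, while in MO-Tbx5a+miR-19a they stay between -0.14 and 0.59.

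The same was counted over all accessions of RefSeq mRNAs, which leaves out probes designed on other sequences. Of 2280 accessions with at least 2 called probes in MO-Tbx5a against MO-Ct, 636 (27.9%) had probes called in both directions. The share was 27.5% (740 of 2690) in MO-Tbx5a+miR-19a against MO-Tbx5a and 7.3% (29 of 395) in MO-Tbx5a+miR-19a against MO-Ct. With directions shuffled over called probes it was 56.1%, 56.9% and 55.4%. A gene named by a single probe can therefore stand for only part of its probes.

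Gene lists fixed in advance were compared between groups, and camera called 13 of 42 tests at its preset inter-gene correlation. fry called 9 of them, and camera with an estimated correlation called 0. All probes of a listed gene entered, so 3 reference genes gave 26 probes and 40 ribosomal protein genes gave 97. Probes of one gene are not independent, so the camera FDR at the preset correlation can be too small. The 4 calls not held by fry were ribosomal protein genes in MO-Tbx5a against MO-Ct and in MO-Tbx5a+miR-19a against MO-Ct, and reference and late muscle genes in MO-Tbx5a+miR-19a against MO-Tbx5a. Lens crystallin genes had a mean change of -1.10 in MO-Tbx5a against MO-Ct (camera FDR 2.71e-09, fry FDR 0.0371) and of -0.95 in MO-Tbx5a+miR-19a against MO-Ct (camera FDR 1.10e-17, fry FDR 0.0371, FDR 0.652 with an estimated correlation). In the latter 0% of 32 probes were higher. Relative to the mean of all arrays this list lay at 0.69 and 0.85 in MO-Ct, at -0.38, -0.28 and -0.32 in MO-Tbx5a and at -0.51, -0.30 and 0.26 in MO-Tbx5a+miR-19a. Its change between MO-Tbx5a+miR-19a and MO-Tbx5a was 0.14 and was not called. Late muscle genes changed by -0.66 with depletion (camera FDR 6.53e-07, fry FDR 0.0371), by 0.51 with miR-19a and by -0.16 between MO-Tbx5a+miR-19a and MO-Ct (not called).

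The target list held 10 genes with a probe out of 14 that the study discussed by name, a small part of its targets, and the PCR list held 6 of its 7 genes. The study picked both on these arrays for rising with depletion and falling with miR-19a, so the calls of these lists in both comparisons by camera and fry are expected from that choice and are no evidence of an effect. The targets changed by 0.61 with depletion and by -0.56 with miR-19a, and the PCR genes by 0.47 and -0.35. Against MO-Ct they lay at 0.05 and 0.13 in MO-Tbx5a+miR-19a and were not called. Cell cycle genes changed by -0.29 and 0.30 and were called in both, and lay at 0.01 against MO-Ct. Ribosomal protein genes changed by -0.26 with depletion, by 0.12 with miR-19a and by -0.13 in MO-Tbx5a+miR-19a against MO-Ct. Reference genes changed by -0.45, 0.55 and 0.10 in the 3 comparisons, and globin genes by -0.47, 0.33 and -0.14. The globin list was called with depletion only without MO-Ct replicate 2 or MO-Tbx5a replicate 1. No test of the other lists was called. Their mean changes were 0.14, -0.02 and 0.12 for heart, 0.07, -0.22 and -0.15 for pectoral fin, 0.15, -0.24 and -0.08 for the heart markers of the study, -0.01, 0.00 and -0.02 for p53 response, -0.03, -0.07 and -0.10 for interferon response and -0.01, 0.07 and 0.06 for presomitic mesoderm genes. Scaling changed the sign of the heart list with miR-19a and of the p53 list in both comparisons with MO-Tbx5a+miR-19a, under cyclic loess and 75th-percentile scaling. Some camera calls were lost under other settings. With depletion these were the cell cycle list (quantile normalisation, cyclic loess and omission of dim probes) and the ribosomal protein list (cyclic loess). With miR-19a they were the PCR genes (cyclic loess, omission of dim probes, and without MO-Tbx5a replicate 3 or MO-Tbx5a+miR-19a replicates 1 or 2) and the reference genes (cyclic loess, and without MO-Tbx5a+miR-19a replicate 1). Against MO-Ct the ribosomal protein list was lost with the replicate block and without MO-Tbx5a+miR-19a replicate 2. Mean and median differed in sign for presomitic mesoderm genes with depletion (median 0.07) and, in MO-Tbx5a+miR-19a against MO-Ct, for the targets (median -0.02) and the cell cycle genes (median -0.03).

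**Figure D3:**
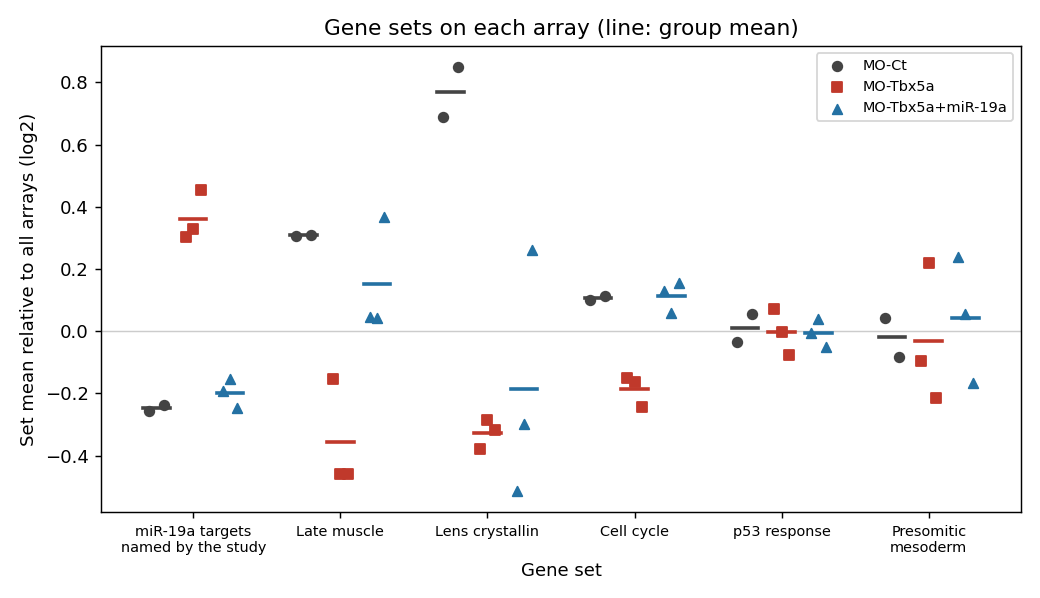
Mean of each of 6 gene lists on each array, relative to the mean of all arrays (y axis, log2), with 1 point per array and a line at each group mean. MO-Tbx5a lies apart from both other groups for the targets and cell cycle genes, while for lens crystallin genes the MO-Ct arrays (0.69 and 0.85) lie above the other 6 (at most 0.26), and p53 and presomitic mesoderm genes show overlapping groups.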

Values the study reported

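The study reported that the first principal component of its array data held 61% of the total variance and the second 19%. With genes called at FC above 1.3, p below 0.05 and FDR below 0.05, it counted 4963 genes, or 59,6% of those altered in MO-Tbx5a embryos, that also changed in rescued embryos. It gave 98,7% of these as modulated inversely and a Pearson coefficient, written as a square, of −0.9. It named 293 transcripts as putative miR-19a targets that rose in Tbx5 morphants and fell with miR-19a, with a hypergeometric p of 0.0001.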

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

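Of the alternatives only the brightest probe per gene symbol was chosen after seeing the data, and the others were set before the data were examined. The seed-site test and its alternatives were not run, since 3-prime UTRs were not used here. Using the values as deposited was itself the main setting.

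Counts of changed probes for MO-Tbx5a against MO-Ct, MO-Tbx5a+miR-19a against MO-Tbx5a and MO-Tbx5a+miR-19a against MO-Ct are given in this order. Quantile normalisation, cyclic loess, 75th-percentile scaling, trend and robust eBayes, array weights, fits of only the 2 groups, no fold-change threshold and omission of the dimmest of 3 equal parts of the probes left all 3 counts within 1.5 times the main ones. A fold change above 2 gave 2900, 3306 and 513 probes, and treat against a fold change of 1.3 gave 4849, 6651 and 352, since both are stricter thresholds. The ordinary 2-group test gave 5475, 12145 and 0 after adjustment, the last with 7727 at an unadjusted p under 0.05. Averaging the probes of a gene gave 4446, 4877 and 1534 genes and the brightest probe per symbol 4782, 5297 and 1695, where fewer features were tested. Averaging also moved the share of higher calls from 48.8% to 36.7% in the first comparison and from 47.9% to 59.2% in the second, and the cause was not tested. The larger part turned from lower to higher under several settings. In the second comparison the share of higher calls was 51.0% with cyclic loess, 51.7% with 75th-percentile scaling, 56.2% at a fold change above 2, 51.0% with treat and 50.8% with the brightest probes. In the last it was 46.8% in the main setting, 50.5% with quantile normalisation, 54.9% with cyclic loess, 53.8% with 75th-percentile scaling, 50.6% with only the 2 groups, 59.1% at a fold change above 2 and 58.8% with treat. Without MO-Ct replicate 2, MO-Ct replicate 1 or MO-Tbx5a+miR-19a replicate 1 it was 58.4%, 51.0% and 50.6%. In the first comparison it was at most 50.0% in all settings.

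The replicate numbers did not pair the arrays. Deviations of same-numbered arrays from their group means correlated between -0.222 and 0.178 over 7 pairs, with 1 above 0.1. With the replicate number as a block the counts were 14159, 16469 and 2162, and 98.9% of doubly changed probes moved in opposite directions.

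Leaving out each array in turn gave 10143 to 15115, 15339 to 17343 and 1042 to 5545 probes. The lowest of the last range was without MO-Ct replicate 2, where the lone MO-Ct array is assumed to vary like the other groups. It was 1525 without MO-Ct replicate 1, 2387 without MO-Tbx5a+miR-19a replicate 1 and 2875 without MO-Tbx5a+miR-19a replicate 3. Over the same omissions the shared part of the calls was 69.1% to 80.9%, the part in opposite directions 98.5% to 99.1%, the correlation -0.825 to -0.792, the split-sample correlation -0.759 to -0.713, the first component 62.5% to 71.1% and the distance ratio 0.606 to 0.692. Called study genes numbered 6 to 10, 10 to 14 and 0 to 2, with 6 without MO-Ct replicate 2, and called gene list tests 11 to 16.

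The shared part was 76.8% with no fold-change threshold and 62.7% at a fold change above 2. The part in opposite directions was 98.5% with no fold-change threshold, 99.9% at a fold change above 2, 99.0% with averaged probes and 98.5% with the brightest. The correlation was -0.836 without the dimmest part and -0.788 with the brightest probes. The first component held 69.2% without the dimmest part and 47.2% with unit-variance probes, and the distance ratio was 0.409 with 1 minus Pearson correlation. The cause of these moves was not tested. Study genes called against MO-Ct with miR-19a, 0 in the main setting, were 2 with cyclic loess, 1 with only the 2 groups, 1 with array weights and 1 with averaged probes. Camera with an estimated correlation called 0 of 42 list tests.

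Averaging the probes reversed 6 values for single genes. In MO-Tbx5a against MO-Ct, actb1 became -0.463, actb2 -0.887 and trappc5 -0.280. In MO-Tbx5a+miR-19a against MO-Tbx5a, wdr5 became -0.363, ctnnb1 0.240 and actb2 1.004. Probes of these genes changed in different directions, so the average follows from which probes enter. Single genes were counted over the settings in which they were recomputed. Of their values 1772 stayed on their side of the threshold with no called value changing sign, 37 lost and 18 gained a call. For gene lists these numbers were 590, 30 and 10, with 0 reversed. In MO-Tbx5a against MO-Ct 19.4% of the dimmest, 50.0% of the middle and 45.8% of the brightest of 3 equal parts of the probes were called. Whether low signal limits the calls of dim probes was not tested.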

Other observations

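The tests of scanner files, of the lens crystallin list, of the labelling kit, of the probes of one transcript and of RNA integrity, and the simulation with an unrelated miR-19a departure, were chosen only after the result was seen, while the tests of shared arrays, delay in MO-Tbx5a, p53 response and other splits were set beforehand.

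Nearly all doubly changed probes (98.7%) moved in opposite directions. The sharing of the MO-Tbx5a arrays by both comparisons is excluded as the whole cause, because with no array shared the correlation averaged -0.749, against -0.008 to 0.012 in simulated groups that did not differ. The share itself says little about how the miR-19a arrays relate to the control. When MO-Tbx5a+miR-19a departed from MO-Ct on probes unrelated to the depletion effect, the simulated share was 98.8%, r was -0.827 and the split-sample r -0.777. These values follow once the MO-Tbx5a arrays lie apart from both other groups. The relation of both changes against MO-Ct carries other information. There the observed r of 0.245 lay above the 0.059 simulated for an unrelated departure and the 0.157 simulated for no departure. Of doubly called probes 78.6% shared their direction, against 56.9% for an unrelated departure. That simulation gave a mean of 9005 calls against MO-Ct where 4384 were observed, so its values are not a matched reference. With no departure the share rested on a mean of 0.9 probes and cannot be compared. Both changes share the MO-Ct arrays, which alone gave r = 0.6 in simulated groups that did not differ. A remainder of the depletion effect in MO-Tbx5a+miR-19a is a candidate explanation, and it was not tested further.

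Other splits of the arrays cannot exclude chance for the probes changed between MO-Tbx5a+miR-19a and MO-Tbx5a. Of the 10 splits of these 6 arrays into 3 and 3, 1 gave as many calls, the real split with 16452, and the others gave 0 under limma. The smallest share that 10 splits allow is 0.1, and a mixed split carries the difference between groups in its residuals, so its count says little. In simulated data with no difference between groups at most 4 probes were called in this comparison, so the replicate noise of single probes as simulated gave far fewer calls. Noise shared between the probes of an array was not simulated. Distances between arrays of these 2 groups were 99.9 to 133.8, above the 38.9 to 59.8 within them, and this is the difference that the splits were meant to judge.

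The labelling kit recorded for the MO-Tbx5a+miR-19a arrays could bear on every comparison with them. As the whole cause of their difference from MO-Tbx5a it is argued against by the split-sample correlation, whose highest value was -0.64. The depletion effect was measured within one kit, and a kit effect has no reason to mirror it. For the 4384 probes called against MO-Ct, kit and treatment cannot be told apart, since each kit goes with its groups on all 8 arrays. A technical shift confined to the MO-Tbx5a arrays would also give mirrored changes, so it is not excluded by this test.

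Probes of one transcript often moved apart in MO-Tbx5a. Only accessions of RefSeq mRNAs were counted here, and for the variance only probes with a mean above log2 8. Among 9208 probes of 3696 accessions, 57.3% of the variance in the change beyond replicate noise lay between probes of one accession in MO-Tbx5a against MO-Ct, and 43.1% in MO-Tbx5a+miR-19a against MO-Ct. The corresponding SDs within an accession were 0.486 and 0.195. For 27.9% of accessions with at least 2 called probes the calls went both ways, against 7.3% in MO-Tbx5a+miR-19a against MO-Ct. Much of that gap may come from calls at smaller changes, because among as many lowest-p calls as in the latter comparison the share was 11.1%. A technical shift of single probes in the MO-Tbx5a arrays, annotation errors and a change of transcript isoforms in the morphants all stay open, since the positions of probes on transcripts were not used here. At a fold change above 2 the share of accessions called both ways was 9.5% (23 of 243) in MO-Tbx5a against MO-Ct. It was 9.4% (3 of 32) in MO-Tbx5a+miR-19a against MO-Ct. Called probes thus disagreed less often at larger changes, though probes that were not called do not enter this share. At smaller changes in these data, a change seen on 1 probe is weak evidence for its gene.

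The beta-actin probes prompted the idea that RNA integrity was lower in the MO-Tbx5a samples, with dimmer probes of a transcript falling more. It was looked at in 5 forms, and the bin edges were redrawn once during exploration. Over 20212 probes the r within accessions between relative brightness and relative change was 0.054, and only 47.5% of 774 accessions with at least 4 probes over a wide range of brightness had a positive rank correlation. Among probes above log2 9 the mean change was -0.04 for the brightest probe of an accession and -0.20, -0.35, -0.32 and -0.06 for probes up to 1, 1 to 2, 2 to 4 and over 4 below it. Over probes of any brightness the same means were -0.01, -0.09, -0.17, -0.12 and 0.07. In both forms the means fell for probes up to 2 below the brightest, which goes with the idea. Probes 2 to 4 below stayed under the brightest but fell no further. Those over 4 below lay near its level or above it, which goes against the idea. The small r has the sign that the idea predicts, and the share of accessions taken alone does not go with it. In MO-Tbx5a+miR-19a against MO-Ct, which holds no MO-Tbx5a array, r was -0.069 and the share 42.1%, both lower. The bin means above log2 9 there ran from -0.05 to 0.09. In MO-Tbx5a+miR-19a against MO-Tbx5a the means for 1 to 2 and 2 to 4 below were 0.34 and 0.34. There r was -0.087 and the share 43.4%, close to those without MO-Tbx5a arrays. Brightness was taken from scans whose identity is in doubt, so the explanation is neither excluded nor shown.

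Delay of development may contribute to the distance of the MO-Tbx5a arrays from MO-Ct. The prediction set beforehand was that late muscle, globin and lens crystallin genes would lie lower and presomitic mesoderm genes higher. The first lists changed by -0.66, -0.47 and -1.10, and the presomitic mesoderm list by -0.01, so the prediction as written was not met. It was judged open only after its members were seen to go both ways (50.0% of probes higher). A p53 response to the morpholino was likewise predicted to raise its list, which changed by -0.01 with 43.3% of probes higher. That prediction was not met either, and the same reasoning was applied to it after the fact. The p53 list held 14 genes with a probe, but no probe matched cdkn1a, fas or pmaip1. A response of these genes could not be seen. Loss of Tbx5a itself is the difference named by the design and remains open beside these.

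Lens crystallin genes stayed low with miR-19a, at -0.95 against MO-Ct, where late muscle genes lay at -0.16. Delay of the MO-Tbx5a+miR-19a embryos could lower both lists. The late muscle list was not called and changed far less than the crystallins, so it neither excludes nor shows a delay, and the labelling kit is confounded with this comparison. Within the group the list ranged from -0.51 to 0.26 relative to all arrays, and camera with an estimated correlation did not call it (FDR 0.652). An effect of the tbx5a morpholino or of Tbx5a depletion that miR-19a does not reverse is also open and was not tested. Injection as such is shared, since MO-Ct also received a morpholino and a mimic.

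The scans of the 3 MO-Tbx5a+miR-19a samples did not follow their own matrix columns. Each scan correlated with its own column at r = 0.948 to 0.949 across probes, below its r with MO-Ct replicate 2 (0.956, 0.957 and 0.950). Differences between scans correlated with those between their own columns at r = 0.10, -0.06 and 0.32 over 18494 probes above log2 8 (mean 0.12). The background correction is argued against as the cause, because 2 corrections of the same scans kept the differences at r = 0.98 or above. An exchange of files among the samples of the series is argued against as well, because the best of 336 assignments to the 8 columns reached a mean r of 0.37. That the scans are of other hybridisations than the matrix columns stays open, as does which of the 2 belongs to the labelled samples. All values for MO-Tbx5a+miR-19a in the comparisons rest on the matrix columns. No biological explanation was tested for this mismatch.

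The number of probes changed in both comparisons here was 11019. That is higher than the count quoted from the study above, which is of genes and not of probes.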
